A study of Homo sapiens with 3 samples. Its data were reported in "PRMT1-mediated H4R3me2a recruits SMARCA4 to promote colorectal cancer progression by enhancing EGFR signaling" (2021).

How the data were processed

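Gene expression was measured in HCT116 cells, a human colorectal carcinoma cell line, with 1-colour Agilent SurePrint microarrays whose probes are 60 bases long. Per the labels, 3 RNA samples were hybridised, with 1 array for a negative control (NC) and 1 array for each of 2 knockdowns of the arginine methyltransferase PRMT1 (PRMT1-KD1 and PRMT1-KD2, written KD1 and KD2). The SMARCA4 knockdowns of the study were not analysed here. All arrays lay on 1 slide and were read in 1 scan, so neither separates the groups.

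The authors deposited the scanner output of each array, in which Agilent Feature Extraction had converted the image of each spot into a fluorescence intensity. Per the file headers, the processed intensity (gProcessedSignal) had been background-corrected on each array and had not been scaled between arrays. The deposited series matrix holds the mean processed intensity of each probe, also unscaled, and was used as an alternative. The probe positions in the files refer to genome build hg19.

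Control spots were left out, as were spots that the extraction software marked as non-uniform or as population outliers (6 and 61 on NC, 141 and 80 on KD1, 5 and 82 on KD2). This removed 130 probes, each with no usable spot on at least 1 array. The remaining spots of a probe were averaged on the log2 scale, and each array's 75th percentile over non-control probes was subtracted. Each gene was represented by its probe with the highest mean over the 3 arrays. Probes with no gene name (1507) were not counted, which left 41749 gene names. Of these, 21043 matched a symbol and 1622 a synonym in a RefSeq gene table of assembly GRCh38.p14, which served for names only. Where a gene had several probes, 94 genes in KD1 and 21 genes in KD2 had probes past 1.5-fold in opposite directions.

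A gene was counted in a comparison when its probe was well above background on at least 1 of the arrays compared. On an array where it was not, its value was the higher of its own and the lowest normalized signal among probes well above background there, so such a change is a lower bound. The threshold was a fold of 1.5, as in the study's methods. The p-value in those methods needs replicate arrays. With 1 array per group it was replaced by 2 yardsticks. The first was the count of genes past 1.5-fold between KD1 and KD2. The second was a simulation of unchanged arrays that share 1 control, drawn 100 times, in which the noise of each array was a KD1 minus KD2 difference of a gene of like brightness (20 brightness classes), with random sign and scaled to 1 array. The noise of the NC array was assumed to be of this size. Any real difference between the knockdowns counts as noise here, so this noise can exceed that of unchanged arrays. Gene lists were fixed before the data were examined, and the median change of each was given as its percentile among 10000 random lists of the same size matched on mean signal. The 11 lists were proliferation, EGFR pathway components, MAPK pathway output, p53 targets, interferon response, sterol synthesis, ATF4 and unfolded protein response, hypoxia, other PRMT genes, SWI/SNF subunits, and the study list of 15 genes.

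A secondary fit took KD1 and KD2 as replicates of 1 group against the lone NC array with limma lmFit and eBayes, with Benjamini-Hochberg adjustment. It assumes that NC varies like the knockdown arrays, and it was repeated with each of the other arrays as the lone one. Genes named in the text were PRMT1, SMARCA4, TNS4, EGFR, members of a list under discussion, and, among genes with a symbol that were above background on all 3 arrays, the 5 lowest and the 5 highest by mean change among those past 1.5-fold the same way in both knockdowns and the 5 with the largest difference between KD1 and KD2.

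The alternatives fixed beforehand were normexp background correction (offset 50), quantile normalization, median scaling, a 75th percentile over probes above background on all arrays, the series matrix values, a filter to genes above background on all arrays compared, no filter and no floor, the mean over the probes of a gene, every probe on its own, outlier-marked spots kept, a fold of 2, the mean of a list in place of its median, and an intensity trend in eBayes. Scaling to 8 E1A spike-in probes and a restriction to protein-coding names were added after the data had been seen. The counting was tested on simulated data for the comparison of KD1 and KD2 with NC. There, with a noise SD of 0.1 log2 units, 198 of 200 changed genes were recovered among 18135 genes, and 1 unchanged gene passed the fold. That noise is smaller than the spread between KD1 and KD2, so this tests the calculation and not the error rate of the counts. The limma fit, tested for both knockdowns against NC on 20050 genes, recovered 200 of 200 genes changed 4-fold, and 203 unchanged genes passed the fold with an unadjusted p under 0.01. The software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The number of arrays limits the precision of every value.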

Results

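To examine which genes respond to loss of PRMT1 in HCT116 colorectal carcinoma cells, RNA from control cells (NC) and from cells with either of 2 PRMT1 knockdowns (PRMT1-KD1 and PRMT1-KD2) was hybridised to 1 array each. Each array held 62976 spots and 58201 non-control probes. The share of these probes well above background was 40.8% on NC, 41.7% on KD1 and 42.5% on KD2, and no non-control spot was saturated. Probes spotted repeatedly on an array had a median SD between spots of 0.044 log2 units on NC, 0.049 on KD1 and 0.038 on KD2. This covers spot-to-spot error only. No group had a replicate array, so no difference below has a replicate check and none carries a p-value of its own. The spread between KD1 and KD2, which share a target, was used as the yardstick. Over the 17054 genes above background on all arrays, its robust SD was 0.38 log2 units.

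The targeted gene was examined first. PRMT1 was measured by 1 probe (A_23_P39088, transcript NM_001536), placed in hg19 at chromosome 19, 50188248 to 50189362. The 60 bases of the probe extend over 1115 bases of the genome, so it crosses a splice junction and lies in exons. The normalized log2 signal was 6.01 on NC, 2.75 on KD1 and 1.45 on KD2. PRMT1 thus changed by -3.26 log2 units in KD1, to 10.4% of the control signal, and by -4.56 log2 units in KD2, to 4.24%. Ordered from the most lowered, PRMT1 was gene 7 of 19231 in KD1 and gene 2 of 19421 in KD2. Of the genes above background on all arrays, 1 fell further than PRMT1 in both knockdowns. It has no symbol in the files (ENST00000604252, probe A_24_P366535; chromosome 5, 176692609 to 176692668) and was picked out after its values had been seen. The files describe it as a pseudogene of PRMT1. It changed by -3.70 in KD1 and -5.07 in KD2, and whether its probe reads PRMT1 transcripts was not tested. The alternative that moved the KD1 value most was scaling to spike-in probes, which gave -2.66.

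**Figure D1:**
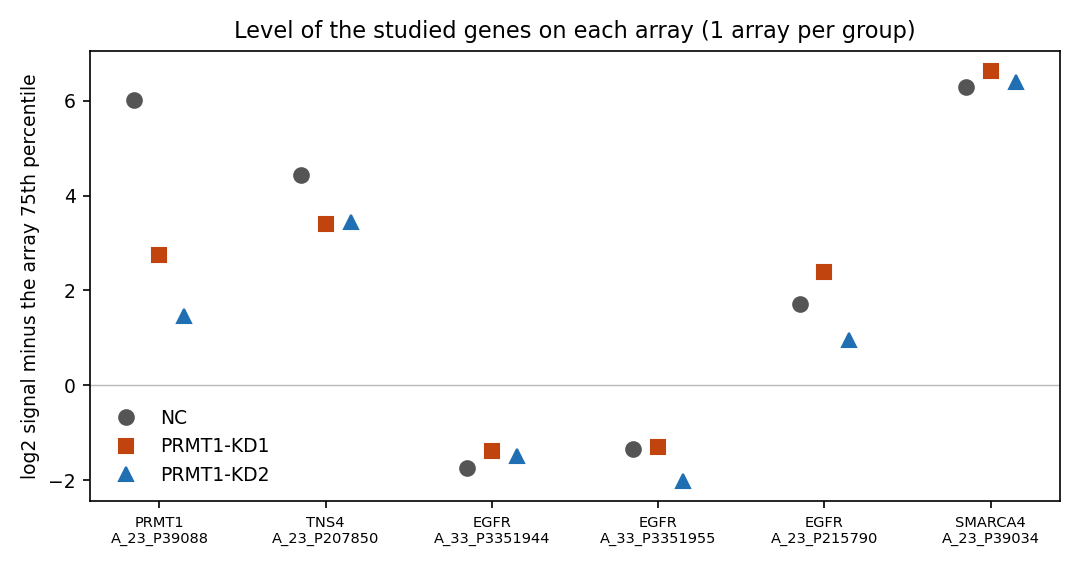
Normalized log2 signal (vertical axis) of each PRMT1, TNS4, EGFR and SMARCA4 probe (horizontal axis) on NC (circles), PRMT1-KD1 (squares) and PRMT1-KD2 (triangles), 1 array per point. PRMT1 falls from 6.01 on NC to 2.75 and 1.45, while the EGFR probe A_23_P215790 lies above NC on KD1 and below NC on KD2.

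Genes past 1.5-fold were then counted for each knockdown. In KD1, 2468 genes were lower and 2544 genes were higher than in NC, together 26.1% of the 19231 genes measured. In KD2, 2072 genes were lower and 1856 genes were higher, or 20.2% of 19421 genes. Between KD1 and KD2 themselves, 3653 genes differed by this fold (1924 higher and 1729 lower in KD1), or 18.7% of 19544 genes. A simulation of unchanged arrays covered the 18096 genes that were measured against NC in both knockdowns and above background on KD1 or KD2. Of these, 2100 were lower in KD1 and 1773 in KD2, against 1514 simulated on average for each. The observed count fell below the simulated average in both knockdowns with the series matrix values and with spike-in scaling, in KD1 with median scaling (1469), and in KD2 with a percentile over detected probes (1422) and with no filter (4099, against 4356). In the reported setting the count of changed genes in KD2 was close to the count between the 2 knockdowns, and the count in KD1 was larger. With median scaling, KD1 (1785 lower and 3275 higher) was close to the 5050 genes between the knockdowns. KD2 lay well below the count between the knockdowns with the series matrix values (1449 lower and 2607 higher, against 5492). The same held with spike-in scaling (768 and 4127, against 6089). Of the alternatives, spike-in scaling gave the lowest count of lowered genes in KD1 (382) and the highest count of raised genes (9199).

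Because both knockdowns were compared with the same NC array, some overlap arises without any effect. A total of 997 genes were lower in both knockdowns and 931 genes were higher in both. Of the 997 genes, 297 were above background on neither knockdown array and did not enter the simulation. Among the 18096 genes that did, 700 were lower in both, against 451 to 556 in 100 simulations of unchanged arrays, and 931 were higher in both, against 438 to 562. The simulation gave NC the noise of a knockdown array, which was assumed and not measured. That noise, taken from KD1 minus KD2, can also hold real differences between the knockdowns. The simulated arrays carry no shift of all genes, which a scaling can add. The overlap of lowered genes did not exceed the simulated range with the series matrix values (169, against 462 to 574), with spike-in scaling (76, against 451 to 556) or with normexp correction (208, against 124 to 211), each counted over the genes simulated there. The overlap of raised genes did not exceed it with no filter (1864, against 1804 to 1980). For 372 of the 997 lowered genes at least 1 array was not well above background, so their change is a bound. Restricted to genes above background on all arrays compared, the overlap was 625 lower genes (358 to 494 simulated) and 838 higher genes (376 to 480 simulated). Across 18602 genes, which are not independent replicates, the changes in KD1 and KD2 correlated with a Pearson r of 0.677 and a Spearman rho of 0.635. Over the 18096 genes simulated, r was 0.622, against 0.483 to 0.518 simulated. With genes above background on all arrays, r was 0.632, against 0.477 to 0.516 simulated. The 2 changes had the same sign in 73.0% of the genes simulated, and the largest simulated share was 67.6%. With median scaling the share was 67.2%. A total of 43 genes moved past 1.5-fold in opposite directions, 25 of them higher in KD1 and 18 higher in KD2. This lay within the 32 to 62 genes simulated for unchanged arrays. The count exceeded the simulated range with median scaling (81, against 32 to 62), the series matrix values (80, against 33 to 61) and spike-in scaling (79, against 32 to 62). With no filter it fell below the range (344, against 515 to 637). With median scaling, the series matrix and spike-in scaling, the median of KD1 minus KD2 was 0.29, 0.32 and 0.37, against 0.04 in the reported setting. The simulated arrays carry no such shift, which can itself place genes on opposite sides of NC.

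**Figure D2:**
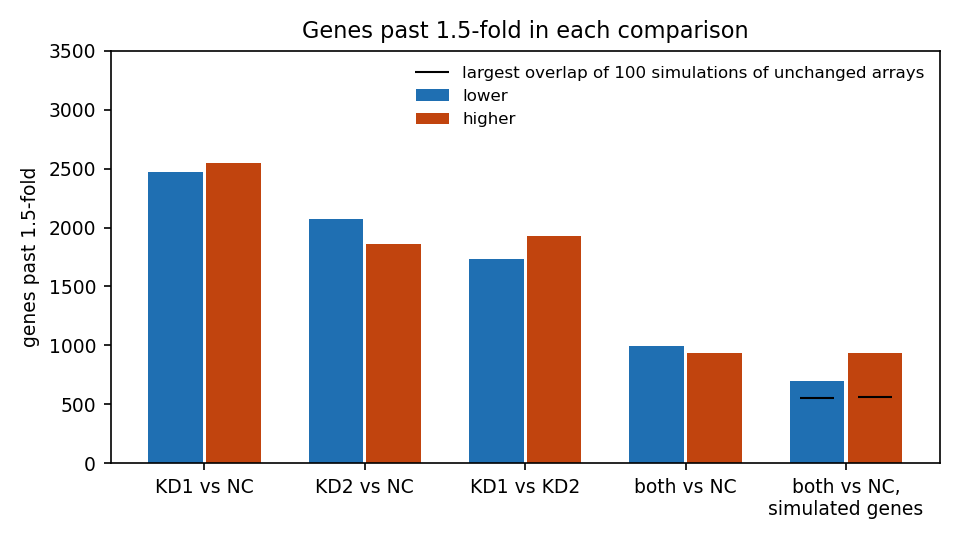
Number of genes past 1.5-fold (vertical axis) that were lower (blue) or higher (red) in each comparison, and in both knockdowns over the 18096 genes that entered 100 simulations of unchanged arrays, with black lines at the largest simulated overlap (556 lower and 562 higher). Over those genes the overlap, 700 and 931 genes, lies above the lines, and KD1 against KD2 gives counts close to those of KD2 against NC.

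**Figure D3:**
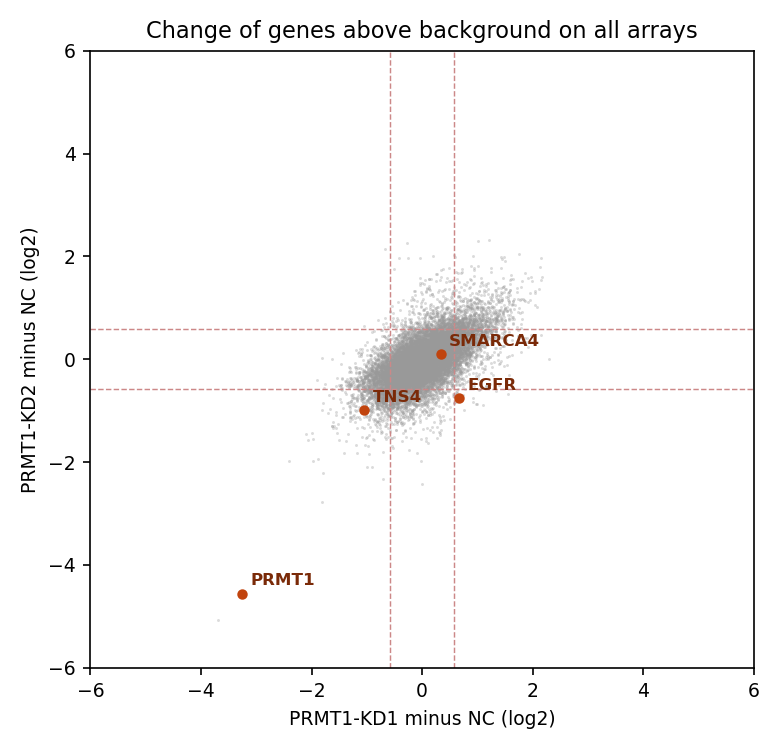
Log2 change against NC in PRMT1-KD1 (horizontal axis) and PRMT1-KD2 (vertical axis) for the 17054 genes above background on all arrays, 1 point per gene, with dashed lines at 1.5-fold and the studied genes in red. PRMT1 lies at the lower left beside the pseudogene probe, TNS4 is lower in both, and EGFR lies in the lower right quadrant.

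Among genes with a symbol that were above background on all arrays and past 1.5-fold the same way in both knockdowns, PRMT1 had the lowest mean change. It was followed by USP25 (chromosome 21, 17251556 to 17251615), with log2 changes of -1.81 in KD1 and -2.77 in KD2, and TTI2 (chromosome 8, 33356241 to 33356300), with -1.80 and -2.20. IL1RN (chromosome 2, 113891531 to 113891590) changed by -1.89 and -1.94, and CD209 (chromosome 19, 7805348 to 7805407) by -1.97 and -1.54. The highest mean changes were those of ZNF616 (chromosome 19, 52617661 to 52617720; 2.15 in KD1 and 1.96 in KD2) and ZNF17 (chromosome 19, 57932871 to 57932930; 2.13 and 1.80). STK19 (chromosome 6, 31948299 to 31948463) rose by 1.74 and 2.04, RAC1 (chromosome 7, 6443013 to 6443072) by 2.16 and 1.61, and SLC4A7 (chromosome 3, 27414585 to 27414644) by 2.15 and 1.55. Each value rests on 1 probe, and the positions are those of the probes in hg19. Among these genes IL1RN had a second measured probe, which was not above background on all arrays. It gave a KD2 change of 0.38, opposite in sign to the brighter probe.

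The 5 genes that differed most between the knockdowns were LINC01192, DRICH1, MATN1, ERO1LB and RBM24. LINC01192 (chromosome 3, 162937883 to 162937942) changed by -0.68 in KD1 and 2.14 in KD2. The pixels of its KD2 spot scattered more than in 99.2% of spots of like brightness, and its second measured probe, not above background on all arrays, changed by -0.57 in KD1 and -0.67 in KD2. DRICH1 (chromosome 22, 23974099 to 23974158) was at 0.00 in KD1 and -2.43 in KD2. MATN1 (chromosome 1, 31184218 to 31184277) changed by -0.26 and 1.97, while its second probe, also not above background on all arrays, gave -0.70 and -0.09, and ERO1LB (chromosome 1, 236380487 to 236380546) by -0.04 and 1.97. RBM24 (chromosome 6, 17293731 to 17293790) rose by 1.09 in KD1 and changed by -0.88 in KD2.

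TNS4 and EGFR were the genes that the study followed up. TNS4 had 1 probe (A_23_P207850, NM_032865; chromosome 17, 38632098 to 38632157). Its signal was lower in both knockdowns, with log2 changes of -1.04 in KD1 (48.6% of NC) and -0.99 in KD2 (50.2% of NC). These exceeded the robust SD of 0.38 between the knockdowns. In the order from the most lowered, TNS4 was gene 569 in KD1 and gene 500 in KD2. Under spike-in scaling the KD1 change was -0.44, below 1.5-fold.

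EGFR had 3 probes on chromosome 7, which gave different answers. They differed in brightness, with normalized log2 signals on NC of 1.72 (A_23_P215790), -1.33 (A_33_P3351955) and -1.75 (A_33_P3351944), and in the transcript they were designed for. The brightest, A_23_P215790 (NM_005228; 55274841 to 55274900), changed by 0.68 in KD1 and -0.75 in KD2, so that the knockdowns lay on opposite sides of NC. Subtracting the median change of probes of like GC content and brightness brought the KD1 change to 0.40, below 1.5-fold, and left KD2 at -0.81. The probe A_33_P3351955 (NM_201282; 55231446 to 55231505) changed by 0.041 and -0.68. The probe A_33_P3351944 (NM_201283; 55224558 to 55224617) changed by 0.37 and 0.26. No EGFR probe was lower by 1.5-fold in both knockdowns. The study reported lower EGFR after PRMT1 knockdown, for the transcript by quantitative PCR and for the protein by western blot.

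SMARCA4 (A_23_P39034, NM_003072; chromosome 19, 11172673 to 11172732) changed by 0.33 in KD1 and 0.10 in KD2, within the robust SD of 0.38. The study used the profiles to look for targets downstream of PRMT1, and proliferation and EGFR signalling were among the terms it reported on, so lists of such genes were examined. The median of 37 proliferation genes was -0.28 in KD1 and -0.30 in KD2, at percentiles of 0.15 and 0.22 among matched random lists. The random lists draw genes separately, so they do not reproduce lists whose members move together. For such a list the percentile can overstate how unusual it is, and it is no p-value. Both knockdowns share the NC array, so a list that lies the same way in both is not seen independently. Over the alternatives, these percentiles stayed between 0.01 and 0.50 in KD1 and between 0.01 and 0.34 in KD2. The KD1 median itself turned positive with the unscaled series matrix values (0.11) and under spike-in scaling (0.32), where the median of all genes above background rose as well. MKI67 changed by -0.95 and -0.71, and MCM5 by -1.31 and -1.12. RRM2 was an exception and was higher by more than 1.5-fold in both.

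The EGFR pathway components had medians of 0.18 in both knockdowns, at percentile 94.9 in KD1 and 99.4 in KD2. In KD1 the list moved outside the central 95% of random lists under 3 alternatives, to 99.3 with its mean in place of its median. In KD1, 10 of the 32 genes were past 1.5-fold upward and 3 downward. In KD2 these numbers were 5 and 4. The ligand gene HBEGF (1.32 and 0.82) was higher, as was EREG (0.98 in KD2), and ERBB3 (-1.10 and -1.32) was lower. The MAPK pathway output list lay at 0.54 in KD1 (percentile 99.98) and 0.19 in KD2 (percentile 98.5). DUSP5 rose by 1.14 and 0.76, and DUSP6 by 0.17 and 0.23. The p53 targets lay at 0.41 (percentile 99.9) and 0.24 (percentile 99.8). Among them BBC3 rose by 0.97 and 1.29 and XPC by 1.35 and 0.96, while CDKN1A was at 0.14 and 0.00.

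**Figure D4:**
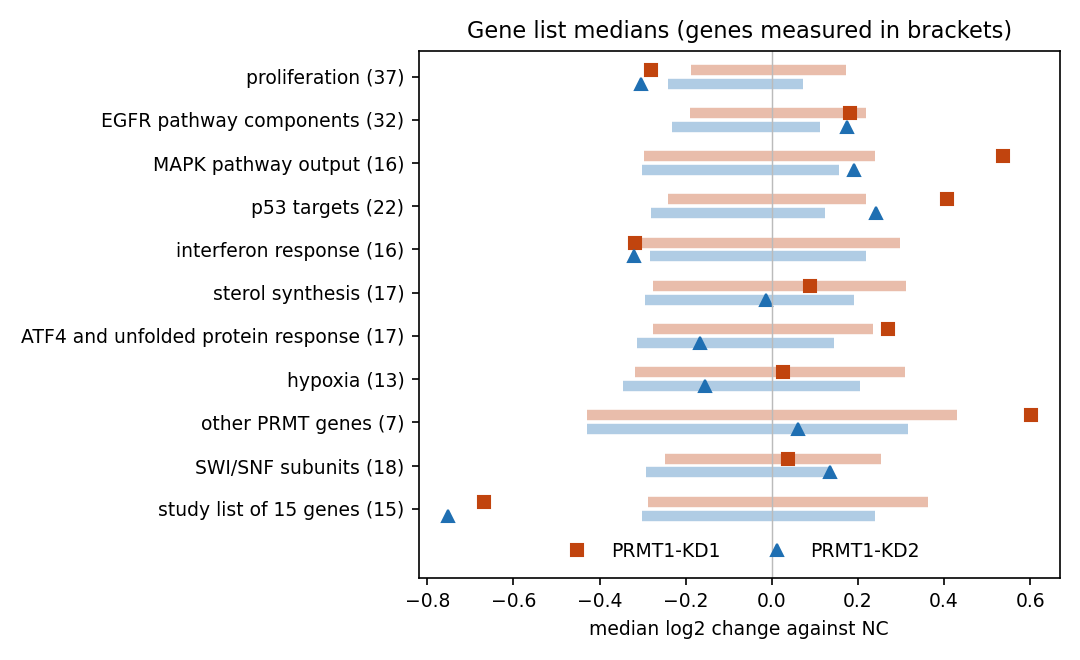
Median log2 change against NC (horizontal axis) of each of the 11 gene lists (vertical axis) in PRMT1-KD1 (squares) and PRMT1-KD2 (triangles), with bars over the central 95% of 10000 matched random lists. The proliferation list lies below the bars and the p53 and MAPK output lists above them in both knockdowns.

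Of the other lists, interferon response genes lay at -0.32 in both knockdowns (percentiles 2.11 and 1.13). This list moved inside the central 95% with the mean over probes, at 21.9 in KD1 and 9.70 in KD2, and its KD1 median was 0.29 under spike-in scaling. The ATF4 and unfolded protein response list lay at 0.27 in KD1 (percentile 98.5) and -0.17 in KD2 (percentile 24.5), where counting every probe reversed it to percentile 98.6. The other PRMT genes lay at 0.60 (percentile 99.6) and 0.06 (percentile 77.5), and the KD1 value fell to percentile 93.6 with normexp correction. PRMT6 rose by 1.73 and 0.46, and PRMT7 changed by -0.81 and -0.95. Medians within the central 95% of random lists were found for sterol synthesis (0.09 at percentile 72.1 and -0.01 at percentile 66.7), hypoxia (0.03 at percentile 60.7 and -0.15 at percentile 28.4) and SWI/SNF subunits (0.04 at percentile 62.7 and 0.14 at percentile 97.4). The medians of hypoxia in both knockdowns, sterol synthesis in KD2 and SWI/SNF subunits in KD1 changed sign under alternatives other than a scaling by 1 factor per array. The KD2 medians of SWI/SNF subunits and of the other PRMT genes changed sign only with median scaling, which shifted all genes of the array alike and left their percentiles as they were. The study list of 15 genes lay at -0.67 in KD1 and -0.75 in KD2, both at percentile 0. Of the 15 genes, 9 in KD1 and 12 in KD2 were lower by 1.5-fold. EGFR (0.68), ABCC3 (0.43) and ICMT (0.40) were higher than NC in KD1, and ICMT (0.24) also in KD2. The study lists all 15 genes as lower by at least 1.5-fold in both knockdowns, so these values run the other way. Each value here is from the brightest probe of a gene. Counted probe by probe, the list had 28 measured probes, so the choice of probe may matter. The study chose that list partly on these arrays, so it is not independent evidence. TNS4 had the lowest change of the list in KD1. In KD2, UNC5A (-1.26) and POC1A (-1.07) were lower than TNS4 (-0.99).

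With KD1 and KD2 taken as replicates against the lone NC array, limma called 0 of 20050 genes after Benjamini-Hochberg adjustment, and 1502 genes had an unadjusted p under 0.05. At 1.5-fold with an unadjusted p under 0.01, 250 genes were lower and 153 were higher, together 403. The same fit with KD1 as the lone array gave 338 genes and with KD2 as the lone array 379 genes. Each of these fits leaves 1 residual degree of freedom, so its calls rest on the variance prior that eBayes estimates over all genes. The degrees of freedom of that prior were 5.55 with NC as the lone array, 8.92 with KD1 and 1691 with KD2. Adjusted counts therefore do not show which array is the most distinct. With NC as the lone array, lower genes outnumbered higher ones at the fold in the reported setting, and this balance was not stable. It reversed with normexp correction, the series matrix values, spike-in scaling, protein-coding names alone and the filter to genes above background on all arrays. The order of the lone arrays also depended on the setting. At the fold and unadjusted p, NC as the lone array gave the most genes in 12 of 14 settings, the reported one included, and after adjustment in 5 of 14. With NC as the lone array, normexp correction moved the adjusted count most, to 196 genes. With the other arrays as the lone one, no filter moved it most, to 639 genes with KD1 and 381 with KD2.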

Values the study reported

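The study reported 770 downregulated genes in PRMT1-KD1 and 781 in PRMT1-KD2 at a fold of at least 1.5. By quantitative PCR, PRMT1 expression was reduced to about 20% of the level in NC cells. It listed 15 genes that also overlapped SMARCA4 binding sites.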

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

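The tests of scaling, of a defective spot and of exchanged arrays for EGFR, and each test for LINC01192 and RBM24, were chosen or given their present criteria after the values had been seen. The differences between KD1 and KD2 below were not tested, since each knockdown had 1 array. Each gene was picked out because its values lay past 1.5-fold on opposite sides of NC in the knockdowns.

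EGFR changed by 0.68 in KD1 and -0.75 in KD2 at its brightest probe. Scaling alone is argued against, since the KD1 change was at least 0.60 over 7 scalings and the KD2 change at most -0.48. An exchange of NC and KD1 is argued against by PRMT1, which changed by -3.26 in KD1. For the excess of KD1 over KD2, 1 defective spot is argued against only weakly, because 2 of the 3 EGFR probes showed it past 1.5-fold. The second of these, A_33_P3351955, was dim. Its unscaled signal was 46.3 on NC, 62.4 on KD1 and 31.0 on KD2, against 383, 802 and 245 at the brightest probe. A difference of this fold between KD1 and KD2 was found in 18.7% of genes. The rise above NC in KD1 is less secure. The highest KD1 change among the other probes was 0.37, so a defect of the spot, or a difference between EGFR transcripts, stays open. Subtracting the median of probes of like GC content and brightness left a KD1 change of 0.40, below 1.5-fold, so a technical trend may account for part of the rise. An effect of 1 oligonucleotide apart from PRMT1 cannot be told apart from a difference between RNA preparations with 1 array per oligonucleotide. A biological difference between the knockdowns was not tested.

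LINC01192 changed by -0.68 in KD1 and 2.14 in KD2. A defect of its KD2 spot is a candidate explanation, since the pixels of that spot scattered more than in 99.2% of spots of like brightness. This was the highest of 9 spots looked at over EGFR, LINC01192 and RBM24. The second measured probe of LINC01192, not above background on all arrays, changed by -0.67 in KD2 and so did not show the rise. Scaling stays open for the sign in KD1, which was within 0.073 of 0 under spike-in scaling. A GC or brightness trend is argued against for the rise in KD2, which was 2.14 after subtraction of the GC and brightness medians. It stays open for the fall in KD1, which was then 0.59 in size, within the scatter of repeat spots of the 1.5-fold limit. RBM24 changed by 1.09 in KD1 and -0.88 in KD2. Scaling is argued against, since no change was smaller than 0.61 over 5 scalings, and so is a GC or brightness trend, after whose removal the smaller change was 0.89. The highest pixel scatter of its spots was at percentile 91.4, and with 1 measured probe for this gene a defective spot stays open. No biological explanation was tested for either gene.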

How the results depend on the processing

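Each group holds 1 array, so leaving out a replicate did not apply. No paired analysis was possible because each group holds 1 array. Spike-in scaling and the restriction to protein-coding names were chosen after the data had been seen. The cause was not tested for any shift below unless the alternative itself gives it.

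Median scaling, the detected-probe percentile and spike-in scaling multiply an array by 1 factor, which changes neither a correlation nor a list's percentile, so they say nothing about the stability of these. Of the 12 alternatives for the correlation of the knockdown effects, 9 changed it, and over the genes simulated it stayed above all simulated values under each (0.544 to 0.670). The overlap counts did not: lowered genes fell below or inside the simulated range with the series matrix (169, against 462 to 574), spike-in scaling (76, against 451 to 556) and normexp (208, against 124 to 211), and raised genes with no filter (1864, against 1804 to 1980). The simulated arrays carry no shift of all genes, which the series matrix, spike-in scaling and median scaling add. PRMT1 in KD2, TNS4 in KD2 and SMARCA4 in KD2 kept their side of 1.5-fold (-4.71 to -4.28, -1.14 to -0.72 and -0.05 to 0.37) under the 7 of 11 alternatives that moved them. The other 4 cannot move a gene with 1 bright probe. The proliferation, MAPK output and p53 lists kept their side of the matched random lists in both knockdowns under the 10 of 13 that can change a percentile. All of these alternatives use the same NC array, so they do not test whether that array sets the shift. The study list stayed at percentile 0 to 0.02 in KD1 and 0 in KD2. At this end of the scale the percentile does not show how far the list moved. Its KD1 median ranged from -0.79 to -0.07 over the alternatives. Scaling moved the median of all genes above background. It was -0.04 in KD1 and -0.07 in KD2 in the reported setting, 0.06 and -0.22 with median scaling, -0.11 and -0.01 with the detected-probe percentile, 0.35 and 0.03 with the series matrix values, which are unscaled, and 0.56 and 0.20 with spike-in scaling.

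Counts of genes moved by more than 1.5 times as follows. Normexp gave 890 lower in KD1, 965 lower and 801 higher in KD2, 333 lower and 473 higher in both, and 1641 between KD1 and KD2. Median scaling gave 3514 lower and 1175 higher in KD2. The series matrix gave 695 lower and 6248 higher in KD1, 388 lower and 1834 higher in both, and 5492 between the knockdowns. Requiring signal on all arrays compared gave 625 lower in both, since fewer genes were counted. With no filter and no floor, 5094 were lower and 4542 higher in KD1, 4099 lower and 4667 higher in KD2, 2422 lower and 1864 higher in both, and 8600 differed between the knockdowns. A fold of 2 gave 641 lower and 860 higher in KD1, 488 lower and 556 higher in KD2, 265 lower and 176 higher in both, and 935 between them. Spike-in scaling gave 382 lower and 9199 higher in KD1, 768 lower and 4127 higher in KD2, 253 lower and 3206 higher in both, and 6089 between them. Protein-coding names alone gave 1219 lower in KD1, 1194 higher in KD2, 555 lower in both and 2052 between the knockdowns.

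The share of changed genes that were higher was 50.8% in KD1, 47.3% in KD2, 48.3% in both and 52.7% between KD1 and KD2. It was 66.2%, 45.4%, 58.7% and 71.7% with normexp, 64.7%, 25.1%, 38.1% and 85.3% with median scaling, 40.1%, 56.4%, 49.0% and 31.5% with the detected-probe percentile, 90.0%, 64.3%, 82.5% and 87.6% with the series matrix, and 96.0%, 84.3%, 92.7% and 90.3% with spike-in scaling. With protein-coding names alone it was 61.8% in KD1 and 68.5% between KD1 and KD2, and with no filter 42.3% between KD1 and KD2.

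For single genes, the series matrix gave -2.87 for PRMT1, -0.65 for TNS4, 1.07 for EGFR and 0.72 for SMARCA4 in KD1. Spike-in scaling gave -2.66, -0.44, 1.28 and 0.94 in KD1 and -0.48 for EGFR in KD2. EGFR in KD2 was -0.58 with normexp. The mean over EGFR probes was 0.36 in KD1 and -0.39 in KD2. The probe A_33_P3351944 gave 0.37 in KD1 and 0.26 in KD2, the reverse of the brightest probe there, and A_33_P3351955 gave 0.041 in KD1.

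For the lists, the percentile was followed in place of the median, a choice made after the medians had been seen to move with scaling. The KD1 medians changed sign for proliferation (-0.28 to 0.11 with the series matrix and 0.32 with spike-in scaling) and interferon response (-0.32 to 0.07 and 0.29), for hypoxia (0.03) with the detected-probe percentile (-0.05), no filter (-0.04) and marked spots kept (-0.0045), and for SWI/SNF subunits (0.04) with the detected-probe percentile (-0.04) and quantile normalization (-0.00085). The KD2 medians did so with median scaling for SWI/SNF subunits (0.14 to -0.01) and the other PRMT genes (0.06 to -0.09), with spike-in scaling for ATF4 (-0.17 to 0.10, and 0.14 with every probe) and hypoxia (-0.15 to 0.12, and 0.02 with the mean of the list), and for sterol synthesis (-0.01) under 7 alternatives, to at most 0.26. A change of sign under 1 factor per array restates the shift of all genes given above and leaves the percentile as it was. For SWI/SNF subunits and the other PRMT genes in KD2 there was no other kind. Among the lists, interferon response moved inside the central 95% in KD1 with quantile normalization (percentile 4.87), no filter (9.67), the mean over probes (21.9) and every probe (14.2), and in KD2 with no filter (5.78) and the mean over probes (9.70). The other PRMT genes did so in KD1 with normexp (93.6) and every probe (93.3). The EGFR pathway list moved outside it in KD1 with the mean over probes (98.0), every probe (98.9) and the mean of the list (99.3), and SWI/SNF subunits in KD2 with no filter (97.9). The ATF4 list in KD2 reversed to percentile 98.6 with every probe.

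The pooled limma fit called no gene after adjustment in the reported setting. It called 53 with an intensity trend, 196 with normexp, 125 with median scaling, 60 with the detected-probe percentile, 113 with the series matrix, 96 with marked spots kept and 105 with spike-in scaling. The count at 1.5-fold and unadjusted p under 0.01 was 680 with normexp, 855 with no filter, 734 with spike-in scaling and 258 with protein-coding names, against 403. With the lone array exchanged, normexp gave 171 (KD1) and 193 (KD2), the intensity trend 313 and 303 against 598 for NC, median scaling 448 and 167 against 365, and no filter 1254 and 1007. Spike-in scaling raised the count with KD1 as the lone array and lowered that with KD2, each by more than 1.5 times. The series matrix values, quantile normalization, the filter to signal on all arrays and protein-coding names alone also lowered the KD2 count by more than 1.5 times. Signal over background limits all counts, since 23736 probes on NC, 24270 on KD1 and 24714 on KD2 were well above it.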

Other observations

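The tests of the shared control, of compressed bright signals and of the 7-base words, the restriction of the test of a deeper knockdown to genes above background on all arrays, and the share of genes with a seed site as the deciding value for the differences between KD1 and KD2, were chosen after the results had been seen. The number of genes lower in KD1 was 2468. That is higher than the value quoted from the study above. The number lower in KD2 was 2072. That is also higher than the quoted value. Neither direction held in every setting. Lower counts than the quoted ones were found in KD1 with the series matrix values (695), spike-in scaling (382) and a fold of 2 (641), and in KD2 with spike-in scaling (768) and a fold of 2 (488). The study's methods also set a p-value, which was not computed for single knockdowns here. They name another control line beside the first, and a single NC array was analysed here, so the controls behind the quoted counts need not be the same. The PRMT1 array signal was 10.4% of NC in KD1. That is lower than the share quoted from the study above. The PRMT1 array signal was 4.24% of NC in KD2. That is lower than the quoted share too. The quoted share came from another assay.

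An oligonucleotide can lower transcripts that match bases 2 to 8 of its strand, its seed. The study's methods list a pair of PRMT1 siRNAs, named siRNA-1 and siRNA-2. The assignment of siRNA-2 to KD2 is an assumption, since its text elsewhere speaks of short hairpins. The site of the siRNA-2 seed as listed is GACTACA, and 67 genes other than PRMT1 held it in their probe. Their median change was -0.49 in KD2, where 85.1% of them lay below 0 and 43.3% were lower by 1.5-fold, against 2072 of the 19421 genes measured in KD2. Among the 11264 words of 7 bases found in the probes of at least 30 genes, this site had rank 1 from the lowest KD2 median. In KD1 the median was -0.18 and the rank was 1695. For KD1 minus KD2 the site had rank 39 from the highest. Base composition is argued against, since 1 of the 298 other words of the same composition had as high a median of KD1 minus KD2. An effect shared by both knockdown arrays is argued against as the whole cause, since KD1 minus KD2 had a median of 0.25, above all 10000 matched random sets. These values are consistent with seed-driven lowering of transcripts on the KD2 array, as a hypothesis. The seed of siRNA-1 gave a less clear picture. The 127 genes with its site, GACTTCA, had a median of -0.26 in KD1 (rank 653) and -0.25 in KD2 (rank 70), so they were low on both arrays. On KD2, which is not its array under the assumed assignment, 0 other words of its composition lay as low. A low rank on KD2 therefore does not by itself point to the oligonucleotide of that array. The siRNA-2 site was the lowest in KD2 of those for 4 strands looked at, and the test planned for them found 4 of 12 sets outside the central 95% of matched random sets. The sites of the opposite strands lay within the central 95% of random sets on every comparison. Whole transcripts were not searched, since 60 bases per gene were used here.

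KD1 and KD2 differed by 1.5-fold at 3653 genes. Subtracting the median difference of probes of like GC content left 3264 genes, of like brightness 3375, and of each of 128 blocks of the array surface 3550. None of these trends could be the whole cause. A deeper knockdown in KD2 stays open. The test took 1462 genes above background on all arrays and changed the same way in both. These were 838 raised genes and 624 of the 625 lowered genes counted above. Of the 1462 genes, 39.1% had the larger change in KD2. For the lowered genes this share was 47.9% and moved between 40.5% and 64.7% over 5 scalings. For the raised genes it was 32.5% (17.2% to 38.7%). Seed matches stay open, because only 0.936% of the genes lower in KD2 than in KD1 held the siRNA-2 site in the 60 bases examined. Variation between single RNA preparations cannot be told apart from a difference between the knockdowns, since the robust SD of 0.38 between the arrays has no replicate to set it against.

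The correlation between the knockdown changes, with an r of 0.622 over the genes simulated, lay above the highest value simulated for a shared control, 0.518. The noise in that simulation was taken from KD1 minus KD2, which can hold real differences between the knockdowns, and assumed for NC as well. An NC array with 1.64 times the noise variance of a knockdown array would give the same r with no effect, so the shared control and an effect of the knockdowns cannot be told apart with 1 NC array. When KD1 and KD2 were fitted against NC, 1 of the 3 choices of the lone array gave as many genes as the real one, which was the real one itself. With 3 choices, chance cannot be excluded. NC as the lone array gave the most genes at the fold in 12 of 14 settings.

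The brightest genes lay lower in both knockdowns. The 853 brightest genes had a median change of -0.25 in KD1 and -0.20 in KD2, against -0.03 and -0.06 for the other genes. Bright spike-in probes did not lie lower than dim ones. Compression of bright signals still stays open, since no spread was computed for the differences between bright and dim spike-in probes. The differences were 0.05 in KD1 and 0.0062 in KD2. There were 4 bright spike-in probes, so small effects would be missed. No biological explanation was tested.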
